A study of Danio rerio with 6 samples.

How the data were processed

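The data were one table of gene-level RNA-seq values for 6 libraries of zebrafish (Danio rerio) cells that had been sorted by flow cytometry for a sox10:dsRed reporter at 6 days post fertilization. sox10 encodes a transcription factor of the neural crest and of several cell types derived from it, and dsRed is a red fluorescent protein. Groups were taken from the source name in the labels, which gives 3 wild-type libraries and 3 libraries from shoc2 mutants made with CRISPR/Cas9. Replicate numbers 1 to 3 in each group come from the same label.

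Per the labels, libraries were prepared with a standard Illumina protocol. The name the authors gave the deposited table says HTSeq normalized counts. Each column was assigned to a library by its sample title. The aligner, the counting options and strand setting, the genome build, the annotation and the normalization method are not stated in the labels or the file header. The values deposited by the authors are a signal in normalized counts, that is, whole read counts divided by 1 size factor per library. That reading was checked on the values. In each of the 6 columns, 100% of the 27726 values were whole multiples of a single step, to within 5.3e-05 reads. The step is what 1 read is worth in that library, so the authors' read counts could be recovered as value divided by step. The size factors so found ran from 0.947 to 1.07. They differed by up to 1.93% from DESeq2 median-of-ratios factors computed on these 6 columns, and by up to 2.12% from TMM factors, so the authors' method remains unknown. No column was left without a sample.

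Genes are listed by Ensembl identifier only. The reference gene table used here holds 49597 records, and it paired 0 of the 27726 identifiers with a symbol. For that reason shoc2 itself, sox10, the planned lists of matrix, ERK-pathway and cell-type genes, gene positions, GC content and gene length were not analysed here. Genes that share reads with a near-identical copy could not be set apart, because the counting options are not stated.

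The test fixed in advance was used, since the values are normalized and not raw counts. Values were taken as deposited and transformed to log2(normalized count + 1). Genes were kept when at least 3 of the 6 libraries had at least 10 normalized counts, which left 20463 genes. Mutant and wild type were compared with limma 3.58.1 (lmFit, eBayes with a mean-variance trend) in R 4.3.3, on all 6 libraries without covariates. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Fold changes are on the log2(normalized count + 1) scale, which understates the change of genes with low counts. As alternatives, edgeR 4.0.16 (quasi-likelihood test, TMM) and DESeq2 1.42.0 were run on the recovered whole reads of the same genes. Single values were compared by an exact two-sided permutation test over the 10 splits of the libraries into 3 and 3, for which the smallest possible p is 0.1.

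A gene was counted as not overlapping when all 3 values of one genotype lay above all 3 of the other. It was counted as read in 1 genotype only when each library of that genotype had at least 10 reads and each library of the other had at most 3 reads. The floor of 3 reads corresponds to between 2.80 and 3.17 normalized counts. Floors cover counting error only, because the labels mention no molecular identifiers.

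The identifiers printed were chosen by a rule fixed before the data were examined. It took the largest changes in each direction among genes past the threshold, without overlap, and with a mean of at least 50 normalized counts; where no gene passed in a direction, it took the smallest unadjusted p-values. The part of the rule that needs a symbol could not be applied. The list was also limited to 2 identifiers per direction, which is fewer than the rule allowed. No gene rose past the threshold and 1 fell past it; the second identifier that fell was chosen after its values were seen.

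Alternatives fixed at the same time were the pseudocount (0.1 and 8), the filter (none, and a mean of at least 50), rescaling (TMM, equal totals, quantile), the variance trend, the 2 count tests, a fold threshold, the replicate number as a block, and leaving out each library. The labels do not say that equal replicate numbers mean a shared clutch, sort or day, so the block was not part of the main design. Robust variance shrinkage, a depth-class covariate, the 5 other pairings of libraries, and higher read and fold minimums were added after the data were seen.

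The tests were run on simulated data with known changes. Negative binomial counts were drawn from the real gene means, library sizes and gene-wise dispersions, with 200 genes changed 2-, 4- or 8-fold. Changed genes were picked at random among those with a mean of at least 50 normalized counts. A first simulation used edgeR's default shrinkage of the dispersions. Its variances were more uniform than the real ones (12.3 prior degrees of freedom in limma, against 4.93 in the real data), so the dispersions were estimated again with a prior weight of 1, which gave 4.7. This change was made after the first simulation was seen. Single draws varied and were redrawn, so 10 draws were then made for each setting. With the prior weight of 1, between 20144 and 20184 genes passed the filter. There limma recovered 74.4% of the changed genes with 5.22% of its calls false, edgeR 74.4% with 5.16% false, and DESeq2 89.5% with 31.1% false. With the default shrinkage and between 20165 and 20229 genes, limma recovered 79.8% with 6.22% false, edgeR 80.4% with 6.89% false, and DESeq2 88.4% with 20.9% false. The false share of DESeq2 calls ranged over draws from 26.5 to 35.9% and from 17.4 to 25.3%. A further 10 data sets with no changed gene and 10 with 20 changed genes were drawn with the prior weight of 1. Between 20145 and 20176 genes passed the filter in those without changed genes, and between 20136 and 20187 in those with them. Figures were drawn with matplotlib 3.10.9.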

Results

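Gene expression was measured by RNA sequencing in sox10:dsRed-positive cells sorted from zebrafish at 6 days post fertilization. The design compared 3 libraries from wild-type larvae with 3 libraries from shoc2 mutants. Shoc2 is a scaffold protein of the RAS-ERK signalling pathway, and the comparison asked which transcripts change in these sorted cells when shoc2 is lost. The transcript of shoc2 itself was not analysed here, so the labels were not checked against it. The 6 libraries held between 20088591 and 21802683 reads assigned to genes. Of 27726 listed genes, between 23225 and 23509 had at least 1 read in a given library, and 2307 were at 0 in all libraries. After genes with low values were removed, 20463 genes were tested. The libraries fell into 2 depth classes that did not follow genotype. Wild-type replicate 1 and mutant replicates 1 and 3 held at least 21575563 reads each, while the other 3 libraries held at most 20152291.

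Libraries were first compared as wholes. Pearson correlations of log2 values across genes averaged 0.963 ± 0.0031 (SD, 6 pairs) within a genotype and 0.958 ± 0.0063 (SD, 9 pairs) between genotypes. This correlation is across genes, which are not independent replicates. The difference of 0.00485 was the largest of the 10 possible splits of the libraries, which gives an exact permutation p of 0.1, the smallest that 3 against 3 libraries allow. Every pair of libraries differed by far more than sampling noise, with a chi-square per degree of freedom of at least 28.5, so no library was a repeat deposit of another. The highest Pearson correlation, 0.968, was between mutant replicates 1 and 2. Wild-type replicate 1 with mutant replicate 3 (0.9675) and wild-type replicate 2 with mutant replicate 1 (0.9674) came next, and by Spearman correlation both of these pairs (0.9802 and 0.9797) were above every pair of the same genotype, of which the highest was 0.9776.

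Principal component analysis of the same log2 values placed 28.2% of the variance on the first component and 26.1% on the second. Wild type and mutant overlapped on each of the 5 components. The difference between the genotype means accounted for 25.5% of the total variance, where 20% is what an arbitrary split of 6 libraries into 3 and 3 gives on average. No other split of the libraries gave a larger share; the next gave 24.95%. With only the 500 most variable genes the share was 34.7%, where the highest of the other splits gave 30.3%.

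**Figure D1:**
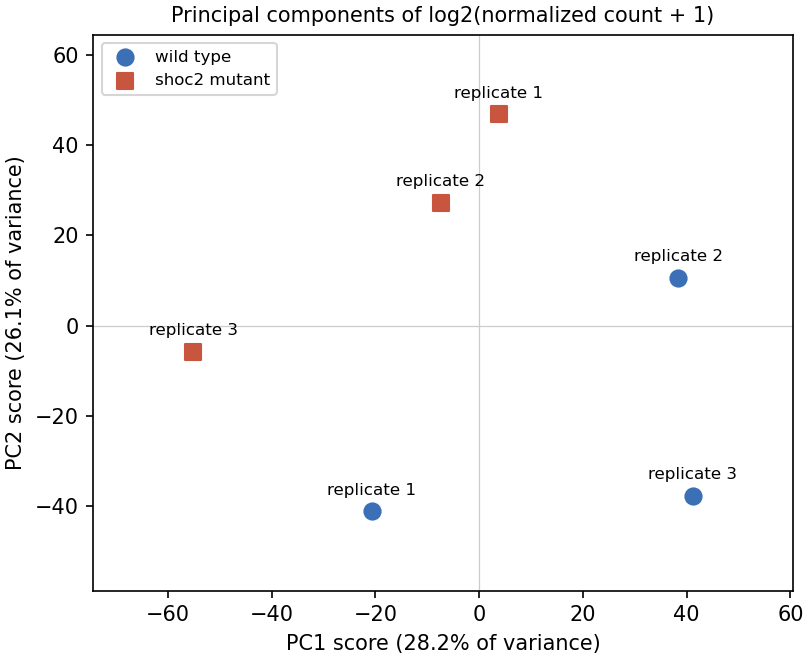
Scores of the 6 libraries on the first and second principal components of log2(normalized count + 1), which carry 28.2% and 26.1% of the variance; circles are wild type and squares are shoc2 mutant. The genotypes overlap on each axis, with mutant replicate 3 at -5.77 on the second component, below wild-type replicate 2 at 10.7.

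Gene by gene, limma with Benjamini-Hochberg adjustment found 1 gene with an adjusted p under 0.05, and this gene was lower in mutants. The second smallest adjusted p was 0.0775. At an unadjusted p under 0.05 there were 1186 genes, 590 higher and 596 lower in mutants, where 1023 would be expected by chance alone. The count of calls depended on the test. On the recovered reads of the same genes, edgeR's quasi-likelihood test found 0 genes at an adjusted p under 0.05 and 1232 at an unadjusted p under 0.05, with a smallest adjusted p of 0.0509. DESeq2 called 155 genes at the same threshold, 47 higher and 108 lower in mutants. All 155 had the same direction and an unadjusted p under 0.05 in limma, and the 3 mutant and 3 wild-type values did not overlap in 154 of them. These measures come from the same libraries as the calls, so they are no separate evidence that the calls are true. Counts with a similar spread of variances were simulated in 10 draws each. With 200 changed genes, 31.1% of DESeq2 calls and 5.22% of limma calls were unchanged genes. With 20 changed genes these shares were 73.8% and 10.6%. With 200 changed genes limma recovered 36.9% of those changed 2-fold, 90% of those changed 4-fold and 96.7% of those changed 8-fold. With 20 changed genes it recovered 14.3%, 55.7% and 86.7%. Changed genes were picked only among those with a mean of at least 50 normalized counts, so recovery at lower counts was not measured. In the real libraries, 10 genes with a mean of at least 50 normalized counts were at least 8-fold apart without overlap, of which 1 passed the threshold in limma and 9 in DESeq2. Because the simulated changes were put on genes picked at random, the simulated recovery need not hold for these 10 genes.

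Deviations of same-numbered wild-type and mutant libraries from their genotype means had a mean correlation of -0.108 across genes. With the replicate number as a block, limma found 0 genes at an adjusted p under 0.05 and 906 at an unadjusted p under 0.05, beside 1 and 1186 without the block. The 5 other pairings of wild-type with mutant libraries, tried after the data were seen, gave between 0 and 43 genes as blocks. The 43 genes, 18 higher and 25 lower in mutants, came from the pairing with the highest mean correlation of deviations, 0.252, which had 2007 genes at an unadjusted p under 0.05. With the depth class as a covariate, limma found 0 genes at the adjusted threshold and 1164 at the unadjusted one. No depth class held 2 libraries of each genotype, so the comparison could not be repeated within a class. The split of the libraries into these classes gave 160 DESeq2 calls, and 404 genes without overlap and with at least a 2-fold difference.

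**Figure D2:**
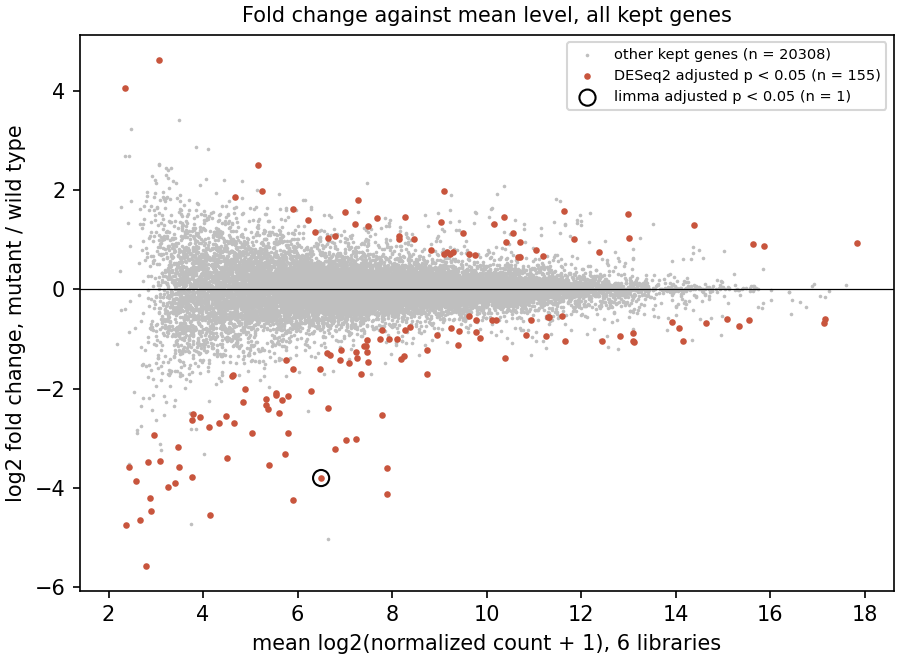
Log2 fold change of mutant over wild type (vertical axis) against mean log2(normalized count + 1) over the 6 libraries (horizontal axis) for the 20463 tested genes; coloured points are the 155 DESeq2 calls and the open circle is the single limma call. Changes of at least 4-fold without overlap lie mostly below 0, with 67 genes lower and 16 higher in mutants.

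The size of the changes was described without a model. The 3 mutant and 3 wild-type values did not overlap for 2163 genes, or 10.6% of those tested, where chance gives 10%. Among these, 387 genes differed at least 2-fold, with 176 higher and 211 lower in mutants. At least 4-fold differences without overlap were found for 83 genes, of which 67 were lower and 16 were higher in mutants. When no filter on low values was applied, the 2-fold count rose to 734. Across all tested genes the median log2 fold change was 0.0078, and the median standard error of a gene's log2 fold change was 0.232. By read number, 12 genes were read in wild type only and 4 genes in mutants only.

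The gene past the limma threshold was ENSDARG00000100900. It averaged 357 ± 158 normalized counts (SD, n = 3) in wild type and 23.5 ± 4.3 (SD, n = 3) in mutants. Its log2 fold change was -3.80 (SE 0.337), with a limma Benjamini-Hochberg adjusted p of 0.0283. edgeR's quasi-likelihood test gave -3.94 with an adjusted p of 0.0509, and limma with the replicate number as a block gave an adjusted p of 0.289. Each of the 3 wild-type libraries had at least 236 reads of this gene and no mutant library had more than 28. The second identifier that fell, ENSDARG00000095309, was picked after its values were seen because it was read in wild type only. It had between 28 and 91 reads in each wild-type library, or 52.7 ± 34.2 normalized counts (SD, n = 3), and 0 reads in every mutant library. Measured against the floor of 3 reads, its mean was at least 17.1-fold lower in mutants. The wild-type mean was raised by replicate 3, at 91.98 normalized counts against 36.54 and 29.56 in replicates 1 and 2. The adjusted p of this gene in limma was 0.101, which did not pass the threshold.

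Without a block, no gene was higher in mutants at an adjusted p under 0.05 in limma. The smallest unadjusted p among genes that rose belonged to ENSDARG00000014190, with 74.01 ± 8.98 normalized counts (SD, n = 3) in wild type and 222 ± 26.8 (SD, n = 3) in mutants. Its log2 fold change was 1.57 (SE 0.219), with a limma adjusted p of 0.124. ENSDARG00000042065 followed, with 84.6 ± 24.3 normalized counts (SD, n = 3) in wild type and 291 ± 54.2 (SD, n = 3) in mutants, a log2 fold change of 1.80 (SE 0.277) and a limma adjusted p of 0.179.

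**Figure D3:**
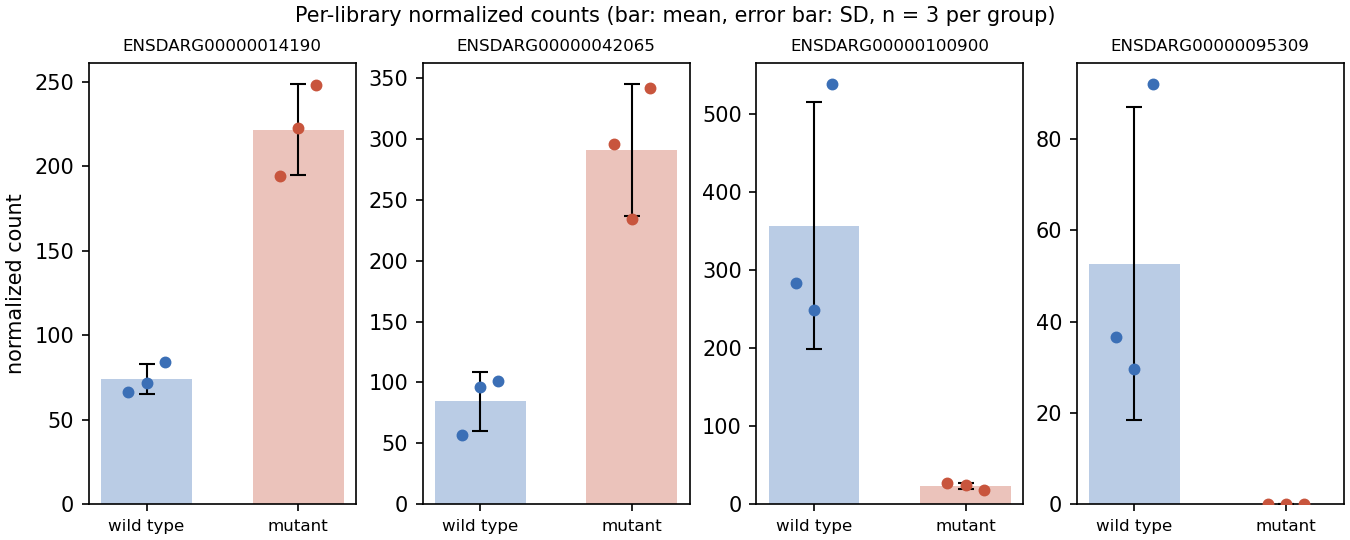
Normalized counts of the 4 named genes per library; points are libraries, bars are means and error bars are SD (n = 3 per genotype), with a separate linear axis from 0 for each gene. ENSDARG00000014190 and ENSDARG00000042065 are higher in all 3 mutant libraries, ENSDARG00000100900 is lower in all 3, and ENSDARG00000095309 is at 0 in all 3.

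The most abundant gene of the table over all libraries also differed in level. It took 0.824% ± 0.18 of reads (SD, n = 3) in wild type and 1.57% ± 0.22 (SD, n = 3) in mutants, and the ranges of 0.616 to 0.956% and 1.36 to 1.81% did not overlap (exact permutation p = 0.1). Its log2 fold change of 0.94 (SE 0.196) had an adjusted p of 0.336 in limma, 0.252 in edgeR and 0.00392 in DESeq2, so it was among the 155 DESeq2 calls. This gene was singled out after its values were seen.

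The same measures were taken on the 9 splits of the libraries that mix genotypes, as a background for the counts above. DESeq2 called between 0 and 425 genes on those splits, limma between 0 and 86. Genes without overlap and with at least a 4-fold difference numbered between 6 and 116. An excess in 1 direction, as in the 67 lower and 16 higher genes for genotype, was not particular to genotype. The mixed split with 116 such genes had 105 against 11, and the depth split had 47 against 7. Other mixed splits were more even, such as 1 with 9 against 6. Genes read on 1 side only numbered between 0 and 3 on the mixed splits, against 16 for the genotype split.

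**Figure D4:**
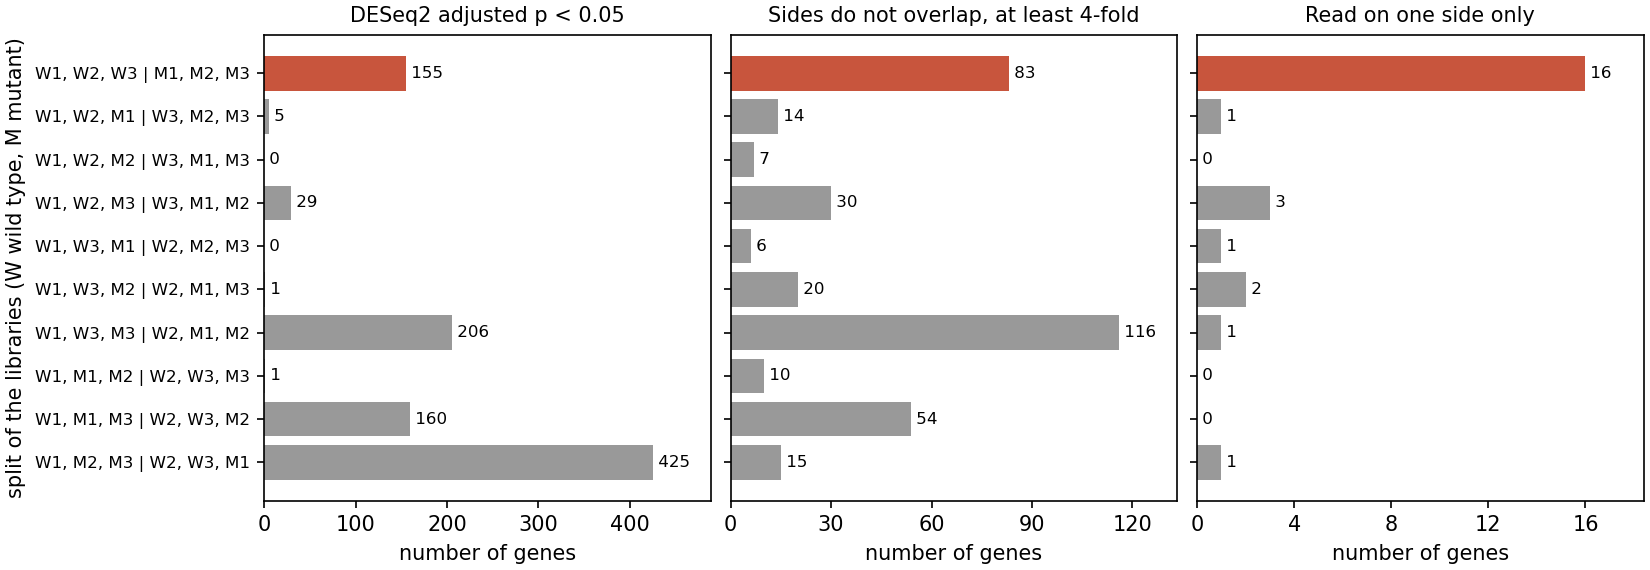
Number of genes (horizontal axes, linear from 0) under each of the 10 splits of the libraries into 3 and 3 (rows; W wild type, M mutant), for 3 measures: DESeq2 adjusted p under 0.05, no overlap with at least a 4-fold difference, and reads on 1 side only. The genotype split (coloured) gives 155, 83 and 16 genes; mixed splits reach 425 and 116 genes for the first 2 measures but at most 3 for the last.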

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

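The count of genes with an adjusted p under 0.05 was 1 with pseudocounts of 0.1 and 8, with a mean of at least 50 normalized counts, and with TMM, equal-total and quantile scaling. Under these scalings the median log2 fold change of all genes lay between -0.0017 and 0.0137. With no filter on low values the count was 3, all lower in mutants. Without the variance trend the count was 0 (1227 genes at an unadjusted p under 0.05), with edgeR's quasi-likelihood test it was 0 (1232 unadjusted), and with DESeq2 it was 155, of which 47 were higher and 108 lower. The count was 0 with the replicate number as a block (906 unadjusted). Of the 6 fits that each left out 1 library, the fit without wild-type replicate 2 gave 4 genes, all lower in mutants. Leaving out any other library gave 0. These 6 fits had between 921 and 1560 genes at an unadjusted p under 0.05. The cause was not tested for these changes, except for DESeq2, which is taken up with the other observations.

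Among settings added after the data were seen, robust shrinkage gave 2 genes in limma and 1 in edgeR, all lower in mutants, and the depth class as a covariate gave 0 (1164 unadjusted). Blocks made from the 5 pairings other than equal numbers gave 5 genes (all lower), 0 genes (1371 unadjusted), 8 genes (1 higher, 7 lower), 43 genes (18 higher, 25 lower) and 1 gene.

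The call of ENSDARG00000100900 kept its direction under all 25 alternatives run for it, with log2 fold changes from -4.02 to -3.46. It did not pass the threshold under 10 of them, and its adjusted p ranged from 4.09e-21 in DESeq2 to 0.289 with the replicate block. ENSDARG00000014190 and ENSDARG00000042065 kept their direction under 25 alternatives each. Both passed the threshold in DESeq2, and ENSDARG00000014190 also with the block of wild-type replicates 1, 2 and 3 with mutant replicates 3, 1 and 2 (adjusted p 0.0407 in limma, over alternatives from 1.26e-06 to 0.636). ENSDARG00000095309 kept its direction under 24 alternatives. It passed in DESeq2, without the filter (adjusted p 0.0439 in limma) and with the same block (0.0369), and its adjusted p ranged from 1.44e-06 to 0.696. Its log2 fold change ran from -8.86 to -2.78, since a value at 0 takes its fold from the pseudocount.

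Counts of genes without overlap and with at least a 2-fold difference moved with the filter on low values and with the higher pseudocount. The count of 387 became 242 with a pseudocount of 8, 734 without the filter and 136 with a mean of at least 50. It was 406 with a pseudocount of 0.1, and 83 when at least a 4-fold difference was required. Leaving out a library gave from 535 to 775, because fewer libraries overlap less often. Genes higher in mutants outnumbered lower ones without wild-type replicate 3 (309 and 226) and without mutant replicate 3 (410 and 273). Without mutant replicate 1 the counts were 335 and 326. The reverse held without wild-type replicate 1 (332 and 443), wild-type replicate 2 (312 and 325) or mutant replicate 2 (213 and 400). Genes read in 1 genotype only numbered from 22 to 34 with a library left out and 3 with at least 20 reads, so most of the 16 had fewer than 20 reads in some library. Depth limits this measure: at these library sizes, a gene with fewer than 10 reads in a genotype could not be counted.

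The share of variance between genotypes was 34.7% on the 500 most variable genes and from 27.5% to 32.5% with a library left out. With 5 libraries an arbitrary split gives 25% on average, and between 1 and 4 of the 10 splits of the 5 libraries gave as large a share as genotype. The number of components on which the genotypes did not overlap was 0 in the main setting and with TMM and equal-total scaling. It was 1 with either other pseudocount, with either other filter, with quantile scaling and with the 500 most variable genes, and from 0 to 1 with a library left out. The tests of shoc2 and of gene lists were not run, because identifiers were not paired with symbols.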

Other observations

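The tests chosen only after the result was seen were the counts of splits by limma and by at least a 4-fold difference, library size for the mixed split, a shared source of RNA, the comparison of pairings, the simulated share of false DESeq2 calls, whose dispersions were changed after a first simulation, robust shrinkage, and the simulations with 20 changed genes or none. The exact share of splits can never fall under 0.05 in this design, so none of the counts of splits below can rule out chance. Equal replicate numbers are parted in all 3 pairs by the genotype split and by 3 other splits, and by the remaining 6 splits in 1 pair only. The count of splits is given over those 4, and over all 10 beside it. The choice of the 4 rests on equal numbers being pairs, which the correlation of -0.108 between same-numbered libraries does not bear out.

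Whether the number of calls set genotype apart from other splits depended on which splits it was compared with. For limma's adjusted p under 0.05, 1 of the 4 splits (the genotype split) and 2 of all 10 gave as many genes as genotype did. For limma's unadjusted p under 0.05, 2 of the 4 and 3 of the 10 gave at least 1186 genes. For DESeq2, 2 of the 4 and 4 of the 10 gave at least 155 genes. One of these, with 160 calls, is the split between the 3 deeper and the 3 shallower libraries, so by the number of DESeq2 calls the depth class and genotype cannot be told apart. The same holds for genes without overlap and with at least a 2-fold difference, of which that split gave 404 against 387. Other measures were lower on the depth split than on genotype: 1003 against 1186 genes at an unadjusted p under 0.05 in limma, 54 against 83 genes without overlap and at least 4-fold apart, 28 against 52 DESeq2 calls of at least 4-fold, and 0 against 16 genes read on 1 side only. The best-correlated pairing, wild-type replicates 1, 2 and 3 with mutant replicates 3, 1 and 2, is parted by 3 other splits. These gave between 0 and 1 DESeq2 calls, between 287 and 505 genes at an unadjusted p under 0.05 in limma, and between 109 and 122 genes without overlap and at least 2-fold apart, all below the genotype split. That pairing was chosen after the data were seen, and its 3 other splits are those with the lowest shares of variance of the 10 (13.7, 15.6 and 16%), so choosing the pairing by its correlation favours a low background.

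DESeq2 called many more genes than limma and edgeR. A candidate explanation is a test that is too lenient with 3 libraries per group: 31.1% of its calls in simulated counts with 200 changed genes were unchanged genes, and 73.8% with 20 changed genes. On the mixed splits the picture was uneven, since DESeq2 called at most 5 genes on 5 of the 9. In 10 simulated data sets with no changed gene, DESeq2 made between 16 and 62 calls and limma 0 in each, so false calls alone did not reach 155. With 20 changed genes it made between 52 and 78 calls, between 34 and 60 of them false. The simulated counts share the real dispersions but not any structure common to several libraries, so how many of the 155 calls are false was not settled. The other explanation tested was variance shrinkage weakened by highly variable genes. Robust shrinkage gave at most 2 calls, but it hardly moved the fit: genes at an unadjusted p under 0.05 went from 1186 to 1172 in limma and from 1232 to 1200 in edgeR. The test therefore cannot rule this explanation out.

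Measures of large change rest on size and not on a fitted variance. For genes without overlap and with at least a 2-fold difference, 1 of the 4 splits and 3 of the 10 gave as many as genotype (387). For at least a 4-fold difference, 1 of the 4 and 2 of the 10 gave as many (83), and the other 3 comparable splits gave between 15 and 30. For genes read in every library of 1 side and at the floor in every library of the other, 1 of the 4 and 1 of the 10 gave as many (16), and no mixed split exceeded 3. At least 20 reads in place of 10 left 3 such genes. Strain variants against the reference, reads shared between near-identical genes and position near the mutated locus are explanations that were not tested, because the identifiers were not placed on a genome, and the pattern cannot be told apart from them. No biological explanation was tested.

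The split with the most limma calls mixed the genotypes. Wild-type replicates 1 and 3 with mutant replicate 3, set against wild-type replicate 2 with mutant replicates 1 and 2, gave 86 genes at an adjusted p under 0.05 and 206 DESeq2 calls. Of the 116 genes without overlap and at least 4-fold apart, 105 were higher in the second set. A difference in library size was tested: mean totals differed by 0.48 M reads, and the totals of the sets overlapped. This goes against that explanation. The share of reads in the 10 most abundant genes differed by 0.07 percentage points, and the sets overlapped. As these genes held between 7.29 and 7.75% of the reads in each library, that comparison could not have pointed to a few genes taking most of the counts. The libraries of this split show variation that crosses genotypes and gave at least as many genes as genotype did by these measures. Its source was not found, and the make-up of the sorted cells was not analysed here.

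The replicate numbers may not be the ones that link libraries. Of the 6 ways to pair wild-type with mutant libraries, the pairing of wild-type replicates 1, 2 and 3 with mutant replicates 3, 1 and 2 had the highest mean correlation of deviations, 0.252, against -0.108 for equal numbers. As a block it gave 43 genes at an adjusted p under 0.05, 18 higher and 25 lower. This pairing was picked as the best of 6, and picking it favours both a high correlation and more calls, so it is a hypothesis only. A record of sort days or clutches would decide it.

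Genes that were lower in mutants also varied together inside each genotype. Among the 50 genes with the smallest p and a negative log2 fold change (median -2.40), within-genotype deviations had a mean pairwise correlation of 0.235. The highest of 10000 random lists matched on mean expression reached 0.155. For the 50 genes with the smallest p among those that rose the value was 0.156, just above the highest of the same lists. Those lists were matched to the expression of the lower genes and not of the rising ones. Whether joint variation was limited to the genes lower in mutants was therefore not settled. A possible explanation of the joint variation is a shared source of RNA, present in unequal amounts. The mean deviation of the 50 lower genes from the genotype mean was -0.362 in wild-type replicate 2 and 0.36 in wild-type replicate 3, on the log2 scale. The test cannot settle this, because 4 of 18 lists chosen in the same way under mixed splits had as high a correlation, up to 0.451. A difference in library size was tested against it: deeper minus shallower libraries gave a mean deviation of -0.13, and the classes overlapped.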
